# Cross-Platform Prediction of Gene Expression Signatures

**DOI:** 10.1371/journal.pone.0079228

**Published:** 2013-11-14

**Authors:** Shu-Hong Lin, Lauren Beane, Dawn Chasse, Kevin W. Zhu, Bernard Mathey-Prevot, Jeffrey T. Chang

## Abstract

Gene expression signatures can predict the activation of oncogenic pathways and other phenotypes of interest via quantitative models that combine the expression levels of multiple genes. However, as the number of platforms to measure genome-wide gene expression proliferates, there is an increasing need to develop models that can be ported across diverse platforms. Because of the range of technologies that measure gene expression, the resulting signal values can vary greatly. To understand how this variation can affect the prediction of gene expression signatures, we have investigated the ability of gene expression signatures to predict pathway activation across Affymetrix and Illumina microarrays. We hybridized the same RNA samples to both platforms and compared the resultant gene expression readings, as well as the signature predictions. Using a new approach to map probes across platforms, we found that the genes in the signatures from the two platforms were highly similar, and that the predictions they generated were also strongly correlated. This demonstrates that our method can map probes from Affymetrix and Illumina microarrays, and that this mapping can be used to predict gene expression signatures across platforms.

## Introduction

Biological processes are driven by the coordinated actions of multiple gene products. Consequently, the activation of a process, whether it is a cellular activity, activation of a signaling pathway, or other molecular event, is marked by a characteristic change in the expression of a set of genes, which denotes the signature of that process [1]–[3]. In other words, a change in the expression of the genes in a signature is a marker for functional activity. Gene expression signatures developed *in vitro* can be used to predict phenotypes *in vivo* and have been used to predict activation of oncogenic pathways, outcomes in cancers, subtypes of cancers, and sites of cancer metastases [2], [4]–[6].

Gene expression signature analysis is commonly framed as a machine learning problem. First, gene expression data from samples in which a pathway is known to be on or off is collected as a training set. Then, genes that can distinguish these two states are selected and combined into a model that can predict the activation of the pathway in another sample. In our implementation, we select the genes using a Pearson correlation and generate a model using a probit regression, but other approaches have also been explored [7], [8]. An implementation to score activation of oncogenic pathways was recently made available on the web as part of the SIGNATURE project [9].

The power of gene expression signatures is that they combine the expression of multiple genes in a quantitative model. However, as the platforms for measuring gene expression proliferate, the need for approaches to predict signatures across platforms increases. Unfortunately, the technologies for measuring gene expression can be very different and yield gene expression values that are not directly comparable. For example, Affymetrix microarrays measure gene expression using a set of short probes that target a limited region of a single gene [10]. That is, each *probe set* on the Human Genome U133A 2.0 array consists of 11 25-mer probes that target an approximately 400 base pair region on a transcript. The signal values for each probe in a probe set are combined to generate the signal value for the gene. In contrast, Illumina microarrays use a bead-based strategy, where the beads are conjugated to 50 nucleotide gene-specific probes [11]. Because the probe technologies are different, and because the targeted regions may not be the same, the gene expression readings from the two platforms would be expected to vary. Although there are other platforms for gene expression, including those from Agilent or RNA-Seq, for this manuscript, we will focus on Affymetrix and Illumina as they have been arguably the most commonly used to this date.

Previous studies have shown that gene expression measures can be comparable, on the whole, across certain platforms [12], [13]. However, it is not yet known whether higher order comparisons such as those required for signature analysis, which integrates measures across specific groups of genes, are also robust. To address this issue, we have developed signatures using both the Affymetrix and Illumina microarrays, two commonly used platforms, and compared the performance of methods to interconvert gene expression measures. We find that the signatures from the two platforms use very similar sets of genes, and that their predicted pathway activities are highly comparable. Taken together, these analyses provide a proof-of-concept and blueprint for developing the capacity to navigate the upcoming world of multi-platform gene expression measures.

## Results

### Concordance of Gene Expression across Affymetrix and Illumina Microarrays

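The melanoma data analysed here came from 16 tumors, each hybridized to 1 Illumina HT-12 array, a bead array with a probe for most human genes. The matching AFFY arrays of these tumors were not analysed here. The deposited ILLU values are log2 signals per probe with no normalization between arrays. The paper names a GenePattern module for their processing and the submitters' notes name GenomeStudio. The median log2 signal of an array lay between 5.81 and 6.42 over the 16 tumors, and the SD of the log2 signals within an array lay between 0.785 and 1.48. Of the 47323 probes, 30113 were assigned to 1 gene symbol, 8 to several and 17202 to none. Probes of XIST and of the Y chromosome were left out, and the probe with the highest mean signal stood for each of 19952 genes. For prediction the arrays were set to the quantiles of the training arrays and each gene was standardized over the 16 tumors, a choice that sets the level of the predicted probabilities. The labels place these arrays on several chips, each of which holds fewer than 6 of the tumors. The number of arrays limits the precision of every value across tumors.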

We collected total RNA from 16 melanoma tumors and hybridized aliquots to Affymetrix HG-U133A 2.0 (AFFY) and Illumina Human HT-12 v4.0 (ILLU) arrays. Then, we compared the distribution of the gene expression signal values for each sample and found a pattern that resembles a bi-linear distribution (Figure 1A). 

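On the ILLU arrays of the melanoma tumors, 26.5% of the 47323 probes had a signal above 6.7 on the log2 scale after quantile normalization (n = 16). This share is equal in all arrays by construction. Without the normalization it was 26.4% ± 5.98 (SD, n = 16), with single arrays between 8.13% and 32.5%. Over the genes that were also measured on AFFY, the share above 6.7 was 52.2% ± 2.47 (SD, n = 16). The slope between platforms was not computed for the tumors, since their AFFY arrays were not analysed here.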

At high expression values (signal greater than 7 in AFFY and 6.7 in ILLU; roughly 46% of the probes), the AFFY signal increased by 1.07 for every unit increase in ILLU. This relationship indicated that the relative differences in the expression levels of highly expressed genes were roughly equal. This suggested that a linear model could be applied across platforms, although the model may be different depending on the expression level of the gene.

**Figure 1:**
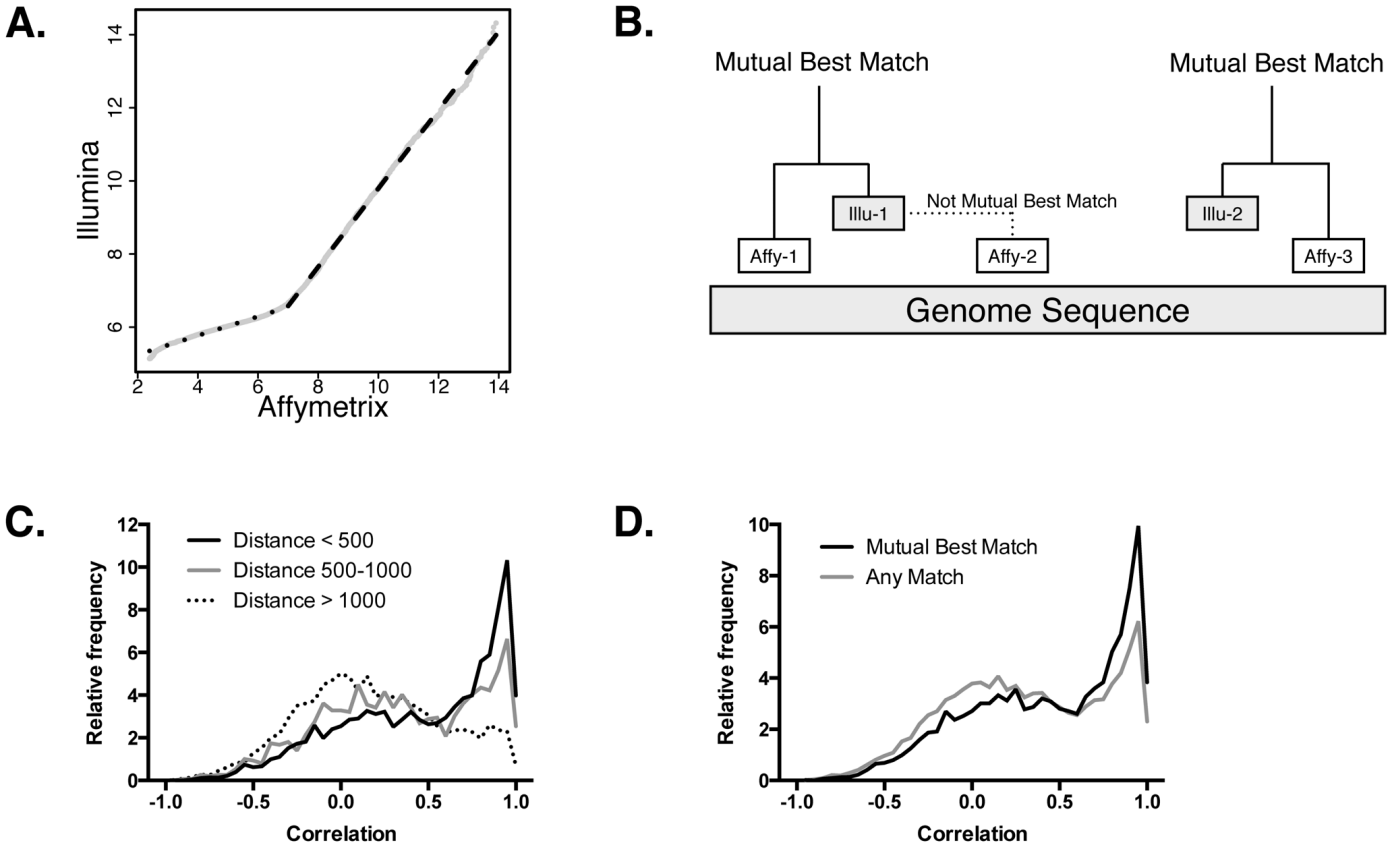
Correspondence of gene expression between the Affymetrix and Illumina platforms. A. The signal values on Affymetrix and Illumina microarrays are bilinear. The x-axis shows the distribution of gene expression values of a melanoma tumor on an Affymetrix microarray. The y-axis shows the distribution of the expression of the same sample on an Illumina microarray. Both high and low expression values are linearly related, but with different slopes. B. Probes from Affymetrix and Illumina microarrays are mapped onto their target in the human genome. The distance to the nearest probe of the other platform are calculated. If a pair of probes from the opposing platform are both closest to each other, they are considered *mutual best matches*, for example, *Affy-1* and *Illu-1*. However, *Illu-1* and *Affy-2* are not mutual best matches. While *Illu-1* is the best match for *Affy-2*, the converse is not true in this case. C. This histogram shows the correlation of the expression profiles of probes that are different distances apart. There is an enrichment of correlations close to 1.0 in probes that are closer. Probes that are over 1000 base pairs apart show no enrichment of highly correlated probes. D. This shows the differences in the correlations between pairs of probes that are mutual best matches and ones that are not. Probes that are mutual best matches have higher correlations than otherwise.

Next, to evaluate the concordance of the expression patterns of individual genes, we compared strategies to match corresponding probes across platforms. For each AFFY probe set or ILLU probe, we mapped the targeted region to the human genome (Figure 1B). For the AFFY probe, we found the closest ILLU probe on the same gene, and repeated the complementary procedure with the ILLU probes. That is, for each probe, we identified the closest from the other platform. Because each platform could have multiple probes for the same gene, two AFFY probes may share the same closest ILLU probe. However, the ILLU probe will be closest to only one of those AFFY probes (unless they are equidistant). We called pairs that are both closest to each other *mutually best matches.* We further annotated these probe mappings by calculating their distance across the genome (number of bases).

The goal of the probe matching was to identify sets of probes that were likely to have similar expression patterns across platforms. To evaluate this, we calculated the Pearson correlation of the corresponding probes across the melanoma samples. First, to determine the impact of the distance between corresponding probes, we grouped the matches according to distance, <500 base pairs (bp) apart, 500–1000 bp, and >1000 bp. Among the matches, 9,178 pairs were less than 500 bp apart, while 1,492 and 9,784 probes were 500–1000 bp and >1000 bp apart, respectively. As shown in Figure 1C, the correlation of the expression of the probe pairs varied depending on their distance (*p*<6.6×10^−16^; Kruskal-Wallis rank sum test). Furthermore, probes that were mutually best matches were more correlated than best matches that were not mutual (Figure 1D; *p*<2.2×10^−16^; Mann-Whitney U test). These results showed that a subset of the probes had higher correlation, and consequently, to accurately convert expression profiles, we can use these criteria to focus on the probes that are most likely to be concordant.

### Similarity of Genes in Gene Expression Signatures

While the previous analysis showed that gene expression patterns could be, overall, concordant between the AFFY and ILLU platforms, we next examined the similarity of the genes that comprised gene expression signatures. For this analysis, we collected ∼10 biological replicates of human mammary epithelial cells expressing either a GFP control, E2F1, MYC, or RAS. 

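The human mammary epithelial cell (HMEC) data analysed here came from both platforms. On AFFY there were 10 cultures transduced with E2F1 and 10 control cultures of that experiment, labelled GFP(E2F1). On ILLU there were 12 E2F1, 12 GFP(E2F1), 6 MYC and 10 RAS cultures and 7 GFP cultures, the controls of MYC and RAS. HMECs are primary cells of the breast epithelium. For E2F1 they were held in low serum for 36 h, transduced with adenovirus at a multiplicity of infection of 150 and collected 16 h later. The E2F1 RNA was generated again for the paper, while the MYC and RAS RNA had been collected earlier. AFFY arrays of MYC and RAS were not analysed here. The authors deposited RMA log2 values for AFFY, which are normalized between arrays. The deposited ILLU values are log2 signals without normalization between arrays, with medians per array of 7.35 to 7.83 for E2F1, 7.29 to 7.75 for GFP(E2F1), 5.91 to 6.32 for GFP, 6.09 to 6.52 for MYC and 5.91 to 6.48 for RAS. The ILLU arrays of each comparison were therefore quantile normalized together. Genes were joined across platforms by symbol, 11563 of them on both, because probe positions were not used here. Where a gene had several probes, the one with the highest mean stood for it. The labels place the ILLU arrays on 2 sets of chips. All E2F1 and GFP cultures are on the second set with 5 of the GFP(E2F1) cultures, and all MYC and RAS cultures are on the first with the other 7. MYC and RAS therefore share no labelled chip set with their GFP controls, so their effects cannot be told from those of the chip set. By these labels, controls of the other experiment share the chip set of the treated cultures, and they were tried as alternative controls. If the chip labels of 7 arrays of each control group are exchanged, these alternatives change the chip set as well as the RNA preparation. Each comparison was tested per gene with limma and Benjamini-Hochberg adjustment, and gene lists with limma's camera.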

We hybridized total RNA from those samples onto both AFFY and ILLU arrays. Then, we mapped the probes across the arrays by selecting the ones that were mutual best matches within 1000 base pairs, the subset of probes that were previously found to exhibit highest correlation in expression. Finally, we generated gene expression signatures on both platforms using the CreateSignature tool [9]. Using parameters previously established [4], we used 150, 500, and 350 genes for the E2F1, MYC, and RAS signatures, respectively. 

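E2F1, a transcription factor that drives entry into S phase, was followed by higher expression of DNA replication and cell cycle genes on both platforms. Of 38 genes of DNA replication, 33 rose and 4 fell with E2F1 on AFFY (33 and 4 when adjusted over the list alone), and 32 rose and 3 fell on ILLU (32 and 4). On AFFY (n = 10 per group), DTL, which targets the licensing factor CDT1 for degradation, the helicase component GINS1 and the helicase subunit MCM6 had log2 fold changes of 5.24, 3.52 and 2.92 (SE 0.078, 0.068 and 0.049), while GINS1 had 0.07 (adjusted p = 0.339) on ILLU. On ILLU (n = 12 per group), CDT1 and the helicase components GINS2 and CDC45 had log2 fold changes of 3.91, 3.68 and 3.60 (SE 0.062, 0.068 and 0.050), and CDT1 had 0.80 (adjusted p = 1.59e-10) on AFFY. Among the E2F family and G1/S regulators, 11 of 13 rose and 1 fell on AFFY, and 13 of 14 rose and 1 fell on ILLU, in each case the same numbers when adjusted over the list alone. The cyclin E genes CCNE2 and CCNE1 rose by 5.66 and 3.25 (SE 0.086 and 0.066) on AFFY, and CCNE1 rose by 3.98 (SE 0.056) on ILLU, where its other probe rose by 0.98 and CCNE2 rose by 0.35 (adjusted p = 5.67e-06). CDC25A, a phosphatase that activates cyclin-dependent kinases, rose by 3.05 (SE 0.069) on AFFY and 3.22 (SE 0.087) on ILLU, with smaller changes of 0.55 and 0.72 at its other probe. RRM2, a subunit of ribonucleotide reductase, rose by 3.76 (SE 0.063) and 2.54 (SE 0.072), and with it 5 of 8 genes of deoxynucleotide synthesis on AFFY and 6 of 8 on ILLU, also when adjusted over the list alone. On AFFY 1 gene of that list fell, or 2 over the list alone, and TYMS, thymidylate synthase, rose by 1.35 (SE 0.048) at one probe set and had a log2 fold change of -0.04 at the other. Apart from GINS1 and CCNE2 on ILLU, CDT1 on AFFY and values at other probes, adjusted p for the genes named ranged from 2.4e-28 to 1.28e-19 on AFFY and from 1.32e-34 to 1.67e-25 on ILLU. The replication list passed camera at an adjusted p of 2.08e-14 on AFFY (adjusted p = 0.0219 with an estimated correlation) and 7.31e-17 on ILLU (adjusted p = 0.000434 with an estimated correlation). The deoxynucleotide list passed at 0.00247 on AFFY, where its adjusted p = 0.136 with an estimated correlation, and at 0.000311 on ILLU.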

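Genes of mitosis and DNA repair also rose with E2F1. The mitosis list had 18 of 27 genes higher and 3 lower on AFFY and 22 higher and 2 lower on ILLU, the same numbers when adjusted over the list alone. The spindle motor KIF11 and the mitotic kinase CDK1 rose by log2 fold changes of 2.68 and 2.18 (SE 0.096 and 0.11) on AFFY (n = 10 per group). CCNF, which encodes cyclin F, and the mitotic kinase AURKA rose by 2.72 and 2.13 (SE 0.054 and 0.061) on ILLU (n = 12 per group). Of 13 genes of DNA repair and checkpoint, 9 rose and 1 fell on AFFY and 10 rose and 0 fell on ILLU, again the same over the list alone. FANCI, a Fanconi anemia gene, rose by 1.84 (SE 0.044) on AFFY. EZH2, the methyltransferase of Polycomb repressive complex 2, the transcription factors HEY1 and MYB, and FA2H, a fatty acid hydroxylase, had log2 fold changes of 5.21, 5.56, 5.23 and 5.92 (SE 0.069, 0.044, 0.072 and 0.079) on AFFY, with 0.48 at the other probe set of MYB. On ILLU, MYB, the synaptic protein gene CBLN1 and the kisspeptin receptor KISS1R rose by 5.16, 6.41 and 5.99 (SE 0.058, 0.060 and 0.064). The proapoptotic genes HRK and BCL2L11 rose by 4.44 and 2.37 (SE 0.070 and 0.062) on ILLU, while their list of apoptosis genes linked to E2F1 was split, with 7 of 14 higher and 6 lower (8 and 6 when adjusted over the list alone, camera adjusted p = 0.171). The mitosis list passed camera at an adjusted p of 0.000127 on AFFY and 3.47e-07 on ILLU, and the repair list at 0.00267 and 0.000311. With an estimated correlation these were 0.0219, 0.0101, 0.0325 and 0.0264, and with the filter on dim genes the repair list no longer passed on ILLU (adjusted p = 0.223). Adjusted p for the genes named ranged from 4.95e-34 to 2.6e-16 on AFFY and from 5.78e-39 to 2.36e-25 on ILLU (limma). E2F1 itself had a log2 fold change of 3.60 (SE 0.41) on ILLU, from 8.21 ± 0.21 in GFP(E2F1) to 11.81 ± 1.69 in E2F1 cultures (SD, n = 12 per group, adjusted p = 1.86e-09). On AFFY it was 0.03 (SE 0.048) at the brighter probe set, where the groups overlapped (adjusted p = 0.59), and 0.17 (SE 0.045, adjusted p = 0.00129) at the other. Which probe sets read the transduced E2F1 was not tested.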

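The genes that fell with E2F1 included those of the interferon response, cytokines and ribosome biogenesis. Of 21 interferon response genes, 20 fell and 1 rose on AFFY, and 19 fell and 1 rose on ILLU (20 and 1 on each platform when adjusted over the list alone). The interferon-induced genes IFIT1 and MX1 fell with log2 fold changes of -2.74 and -2.73 (SE 0.11 and 0.090) on AFFY (n = 10 per group), and IFIT1, MX1 and ISG15 with -2.44, -2.38 and -2.24 (SE 0.098, 0.10 and 0.12) on ILLU (n = 12 per group), where the other probe of IFIT1 changed by -0.38. CXCL8, which encodes interleukin 8, had log2 fold changes of -1.28 (SE 0.047) on AFFY and -1.26 (SE 0.086) on ILLU. PTGS2, an inducible enzyme of prostaglandin synthesis, had -1.35 (SE 0.060) on AFFY, and the cytokine gene IL1B had -1.32 (SE 0.067) on ILLU. Their list of 15 cytokines and chemokines had 14 lower and 0 higher on AFFY and 13 lower and 1 higher on ILLU, also over the list alone. On ILLU 5 of 6 EGFR ligands and growth factors fell and 0 rose, also over the list alone (camera adjusted p = 0.0156, and 0.0391 with an estimated correlation, but 0.186 with the filter on dim genes), among them HBEGF at -1.08 (SE 0.057). Of the ribosome biogenesis genes, 19 of 21 fell and 1 rose on AFFY and 23 of 27 fell and 3 rose on ILLU, also over the list alone. With arrays centred on the median, 11 fell and 5 rose on ILLU. The rRNA processing genes NOP2 and RRP12 changed by -1.03 and -1.03 (SE 0.051 and 0.052), with -0.16 at another probe of NOP2. The heat shock gene HSPA6 had log2 fold changes of -6.67 (SE 0.055) on AFFY and -7.35 (SE 0.054) on ILLU, and its cochaperones DNAJB1 and BAG3 had -2.27 and -2.42 (SE 0.038 and 0.049) on AFFY. The near-identical HSPA1A and HSPA1B had -4.06 and -3.33 (SE 0.058 and 0.057) on ILLU, with control signals of 15.95 and 16.01 near the top of the scale. These changes may therefore be understated in size.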

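Of all genes, 3317 rose and 5893 fell with E2F1 on AFFY and 4644 rose and 6360 fell on ILLU at an adjusted p under 0.05 from limma, out of 11939 and 19952 tested. With the ILLU arrays centred on the median in place of quantile normalization, 6896 rose and 3719 fell. The camera test was passed downward by interferon response genes at an adjusted p of 9.83e-07 on AFFY (adjusted p = 0.296 with an estimated correlation) and 3.04e-10 on ILLU (adjusted p = 0.07 with an estimated correlation). Cytokines and chemokines passed at 0.00112 on AFFY (adjusted p = 0.211 with an estimated correlation) and at 0.000203 on ILLU (adjusted p = 0.0345 with an estimated correlation). Ribosome biogenesis passed at 0.00349 on AFFY (adjusted p = 0.351 with an estimated correlation) and at 0.000208 on ILLU (adjusted p = 0.0386 with an estimated correlation). Purine and pyrimidine synthesis had 11 of 15 genes higher and 1 lower on AFFY, also over the list alone (camera adjusted p = 0.00866, and 0.351 with an estimated correlation). On ILLU SNORA71C, a small nucleolar RNA, and CHRNB3, a nicotinic receptor subunit, fell with log2 fold changes of -6.55 and -3.36 (SE 0.080 and 0.055), while CHRNB3 was at -0.01 on AFFY. Their ILLU probes may read the GFP vector of the controls, so a response to E2F1 stays open. Adjusted p for the lower genes named ranged from 5.32e-34 to 1.62e-17 on AFFY and from 6.37e-42 to 8.08e-15 on ILLU. On ILLU the lower genes depended on the controls. Against the 7 GFP cultures, 13 interferon genes rose and 4 fell, 6 cytokines rose and 7 fell, and CXCL8, IFIT1 and HSPA1B had log2 fold changes of 2.50, 1.17 and 0.82, while ISG15 had 0.21 (adjusted p = 0.168). The 11 fibroblast markers on the lists all rose there, with a median log2 fold change of 2.40.

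**Figure D1:**
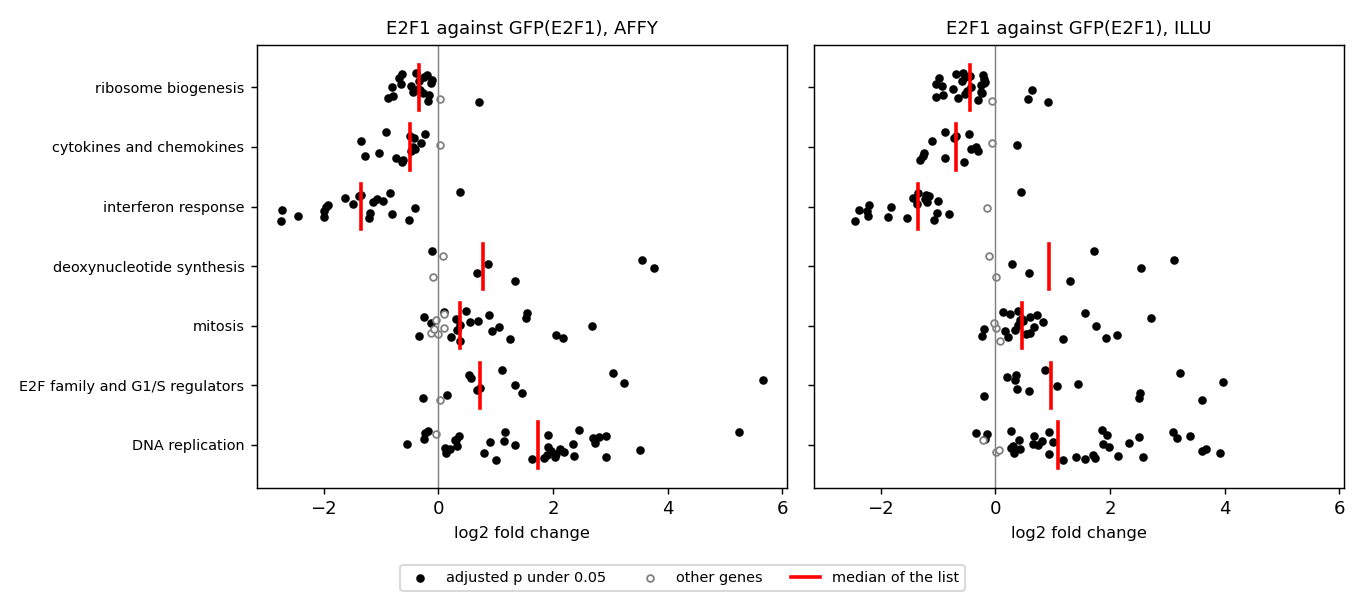
Log2 fold change of E2F1 against GFP(E2F1) cultures on the horizontal axis for the genes of 7 lists, on AFFY (left) and ILLU (right). Points are genes (black, adjusted p under 0.05, white, other genes) and red bars are list medians, which lie above 0 for the 4 cell cycle lists and below 0 for the other lists on both platforms; on ILLU against the GFP cultures 13 interferon genes rise and 4 fall.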

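MYC, a transcription factor that promotes cell growth, was followed by higher expression of genes that build ribosomes and nucleotides. Of 27 ribosome biogenesis genes, 23 rose and 0 fell with MYC on ILLU (24 and 0 when adjusted over the list alone). NOP16, RRS1 and BOP1, which act in nucleolar ribosome assembly, had log2 fold changes of 1.12, 0.98 and 0.95 (SE 0.095, 0.11 and 0.085) in 6 MYC against 7 GFP cultures. Of 15 genes of purine and pyrimidine synthesis, 11 rose and 0 fell (13 and 0 over the list alone). The purine synthesis enzymes PAICS and PPAT rose by 0.81 and 0.72 (SE 0.089 and 0.077), though another probe of PAICS was at 0.07. Of 22 growth and metabolism genes linked to MYC, 10 rose and 2 fell (14 and 2 over the list alone), among them the spermidine synthase SRM and the nucleoside diphosphate kinase NME1, at 0.94 and 0.77 (SE 0.10 and 0.079). Of 25 cytosolic ribosomal proteins, 7 rose and 0 fell (14 and 0 over the list alone), and RPL7A rose by 0.41 (SE 0.082) with overlapping groups. With arrays centred on the median none of that list passed the test and RPL7A had 0.63 (adjusted p = 0.122). Of 21 interferon response genes, 12 fell and 0 rose (15 and 0 over the list alone), with MX1 and ISG15 at -1.65 and -0.95 (SE 0.16 and 0.11). Of 10 genes of basal mammary epithelium, 5 fell and 0 rose (6 and 0 over the list alone). LAMB3, a laminin chain, had -0.61 (SE 0.085) at its brightest probe, -0.05 and -0.16 at others, and -0.39 (adjusted p = 0.226) with arrays centred on the median. Among 13 proteases and invasion genes, 5 fell and 0 rose, and among 15 cytokines and chemokines 3 fell and 0 rose, the same over the list alone. Of 20 ERK feedback and early response genes, 4 rose and 0 fell (4 and 1 over the list alone). The MYC probe itself had a log2 fold change of 2.91 (SE 0.088) (adjusted p = 4.09e-15), and another MYC probe -0.46 (SE 0.113, adjusted p = 0.0103). It was not tested which of them reads the transduced MYC.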

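With MYC, 1099 genes rose and 1059 fell on ILLU at an adjusted p under 0.05 from limma, and with arrays centred on the median 305 rose and 123 fell. CD59, an inhibitor of complement, FAM216A and CCDC86 rose by 1.27, 1.29 and 1.22 (SE 0.079, 0.084 and 0.17), though the other probe of CD59 was at -0.03. SNORA71C and CHRNB3 fell with log2 fold changes of -2.05 and -0.98 (SE 0.15 and 0.082), and HSPA6 rose by 1.11 (SE 0.11), with 0.22 (adjusted p = 0.135) at its other probe. SNORA71C and CHRNB3 were high in both groups of GFP controls, and their probes may read the GFP vector, so a response to MYC stays open. Adjusted p for the genes named with MYC ranged from 4.09e-15 to 0.00199. By camera, adjusted p was 5.09e-35 for ribosome biogenesis, 3.23e-15 for purine and pyrimidine synthesis, 4.79e-08 for growth and metabolism, 1.46e-07 for ribosomal proteins, 3.59e-14 for interferon response and 2.06e-06 for basal epithelium. These lists also passed with an estimated correlation, at adjusted p between 7.29e-06 and 0.0379. The ERK list (0.0135), the cytokines (0.0268) and the proteases (2.32e-05) passed by camera but had adjusted p = 0.246, 0.0717 and 0.113 with an estimated correlation. The ERK list had 0.053 with the filter on dim genes. Against the 7 GFP(E2F1) cultures labelled with the same chip set, ribosome biogenesis had 22 genes higher and 0 lower and interferon response 0 higher and 20 lower. Lists that no longer passed there were growth and metabolism (adjusted p = 0.331), basal epithelium (0.0629), the cytokines (0.0858) and the ERK list, with 6 higher and 8 lower (0.694), and CD59 and HSPA6 had -0.85 and -5.06. Of 11 fibroblast markers, 10 fell there and 0 rose, with a median of -2.52.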

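RAS, a GTPase that activates the ERK kinases, was followed by higher expression of ERK-responsive genes, growth factors and cytokines. Of 20 genes of ERK feedback and early response, 15 rose and 0 fell with RAS on ILLU (19 and 0 when adjusted over the list alone). DUSP6, a phosphatase that inactivates ERK, and the early response genes FOS and IER3 had log2 fold changes of 0.94, 0.94 and 1.12 (SE 0.10, 0.10 and 0.092) in 10 RAS against 7 GFP cultures. HBEGF, a ligand of EGFR, rose by 1.83 (SE 0.11), and 2 of 6 EGFR ligands and growth factors rose and 0 fell (4 and 0 over the list alone). The cytokine genes CXCL8, IL1B and CCL20 rose by 1.73, 1.12 and 1.10 (SE 0.10, 0.14 and 0.099), and 7 of 15 cytokines and chemokines rose and 0 fell (10 and 0 over the list alone). Of 38 DNA replication genes, 17 rose and 0 fell (26 and 0 over the list alone), with GINS2, MCM6 and CDT1 at 1.17, 0.87 and 1.01 (SE 0.082, 0.069 and 0.11). The groups overlapped for CDT1. CCNE1 rose by 1.08 (SE 0.11), with 0.17 at its other probe, and 5 of 14 E2F family and G1/S genes rose and 0 fell (5 and 1 over the list alone). Of 13 DNA repair genes 4 rose and 0 fell (6 and 0 over the list alone). Of 27 ribosome biogenesis genes, 11 rose and 0 fell (16 and 0 over the list alone), with NOP16 at 0.62 (SE 0.093) and overlapping groups. ODC1, of polyamine synthesis, rose by 1.02 (SE 0.10), and its growth and metabolism list had 5 of 22 genes higher and 1 lower, also over the list alone. Of 13 proteases and invasion genes, 4 rose and 0 fell (5 and 1 over the list alone), with the metalloproteinase MMP10 at 0.95 (SE 0.086). Of 21 interferon response genes, 7 fell and 0 rose (10 and 0 over the list alone), with MX1 at -1.19 (SE 0.11). HRAS had a log2 fold change of -0.05 (SE 0.092) (adjusted p = 0.901) and 0.12 (adjusted p = 0.719) at its other probe. Whether either probe reads the transduced RAS was not tested.

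**Figure D2:**
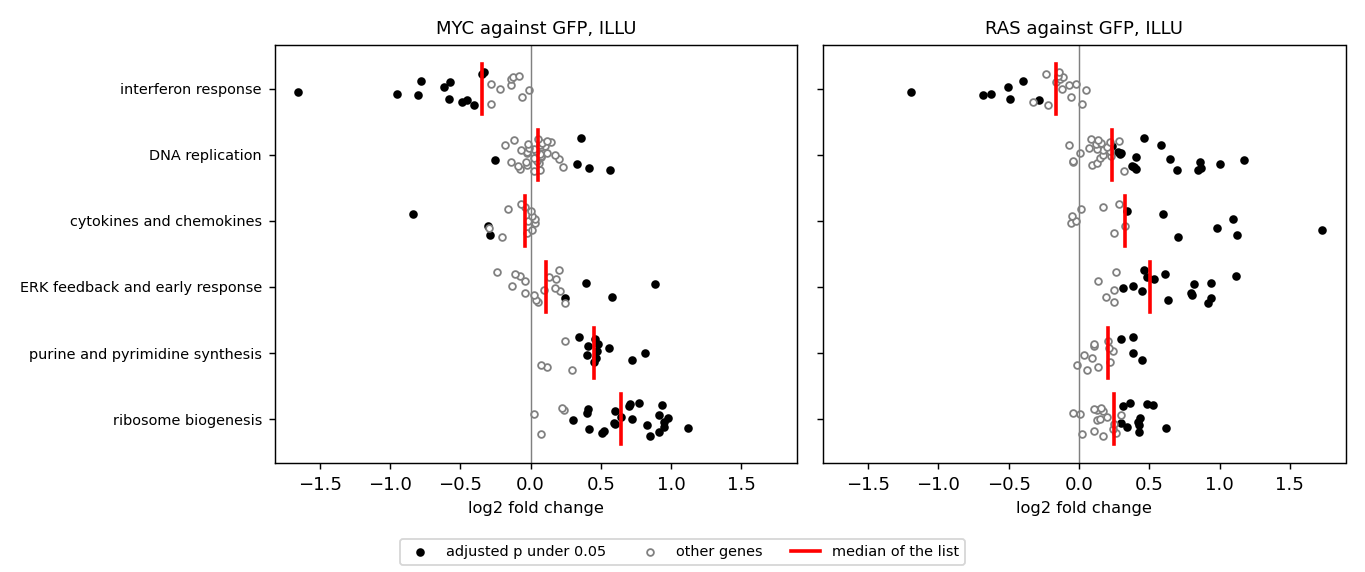
Log2 fold change of MYC (left) and RAS (right) cultures against GFP cultures on ILLU on the horizontal axis for the genes of 6 lists. Points are genes (black, adjusted p under 0.05, white, other genes) and red bars are list medians; 23 of 27 ribosome biogenesis genes rise with MYC and 15 of 20 ERK genes with RAS, against 12 higher and 6 lower with RAS when GFP(E2F1) cultures are the controls.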

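With RAS, 560 genes rose and 525 fell on ILLU at an adjusted p under 0.05 from limma. With arrays centred on the median 150 rose and 25 fell, and with all HMEC arrays in 1 fit and the labelled chip set as a covariate 238 rose and 147 fell. With the chip as a block and the chip labels of both control groups exchanged, an alternative chosen after seeing the data, 1015 rose and 828 fell. ANGPTL4, a secreted regulator of lipoprotein lipase, and the transglutaminase TGM2 rose by 1.95 and 1.28 (SE 0.14 and 0.11), though other probes of ANGPTL4 were at 0.44 and 0.29 and those of TGM2 at 0.15 and 0.17. SNORA71C, CHRNB3 and HSPA1A fell with log2 fold changes of -2.0, -0.94 and -0.80 (SE 0.13, 0.074 and 0.14). The probes of SNORA71C and CHRNB3 may read the GFP vector of the controls, so a response of these genes to RAS stays open. HSPA1A had -0.67 (adjusted p = 0.345) with arrays centred on the median, and FOS had 1.08 (adjusted p = 0.0816) with the chip set as a covariate. Adjusted p for the genes named as changed with RAS ranged from 6.39e-10 to 0.00126. By camera, adjusted p was 4.42e-28 for the ERK list, 2.98e-26 for DNA replication, 6.69e-14 for ribosome biogenesis, 4.66e-12 for cytokines and chemokines, 3.77e-11 for interferon response and 1.56e-05 for EGFR ligands. With an estimated correlation these 6 lists passed at adjusted p between 3.09e-06 and 0.00351. Purine and pyrimidine synthesis, with 4 of 15 genes higher and 0 lower (6 and 0 over the list alone), passed at 1.53e-06 (adjusted p = 0.00403 with an estimated correlation). The proteases had 0.00172 (adjusted p = 0.0975 with an estimated correlation). Lists lost with an estimated correlation were ribosomal proteins, with 0 of 25 higher or 6 over the list alone (4.83e-05, then adjusted p = 0.099), p53 targets, with 2 of 16 lower (0.0264, then 0.0975), and basal epithelium, with 2 of 10 lower or 3 over the list alone (0.0103, then 0.239). Against the GFP(E2F1) cultures labelled with the same chip set, CXCL8, IER3 and TGM2 had -1.03, -0.21 and -2.81, HRAS had 0.70, and the proteases had 2 genes higher and 9 lower (adjusted p = 0.031). There the ERK list (adjusted p = 0.128), EGFR ligands and E2F family genes (0.412 each), DNA repair (0.203), growth and metabolism (0.667) and the cytokines (0.587, 6 higher and 5 lower) no longer passed. Neither did p53 targets (0.587) and basal epithelium (0.145), and the fibroblast markers had a median of -2.34, with 10 of 11 lower and 0 higher. From the genes selected on both platforms, the paper states that controls could be told from the cultures expressing each pathway gene.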

On both platforms, we were able to select genes that could differentiate the controls from the other samples (Figure 2A). 

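Within the MYC group, the 500 genes of the MYC signature on ILLU had a median SD between cultures of 0.128 on the log2 scale (n = 6), against 0.126 in the GFP controls (n = 7). For the 350 genes of the RAS signature the median SD was 0.15 in the RAS group (n = 10) and 0.138 in GFP (n = 7), and for the 150 genes of the E2F1 signature it was 0.147 with E2F1 and 0.127 in GFP(E2F1) (n = 12 each). Over all genes, signature genes included, the median SDs were 0.145 for MYC, 0.161 for RAS and 0.147 for E2F1. With arrays centred on the median in place of quantile normalization, the SDs of the signature genes were 0.235 for MYC, 0.228 for RAS and 0.191 for E2F1, and 0.19, 0.181 and 0.134 in their controls. These are descriptions of each group without a test between groups, and MYC and RAS on AFFY were not analysed here.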

By visual examination of the heat maps, we noted that the samples for the MYC and RAS signatures on ILLU exhibited greater heterogeneity in gene expression than could be seen on AFFY. However, we could not distinguish whether this was due to an intrinsic difference in the platforms, or whether it was due to other technical reasons (see Methods).

**Figure 2:**
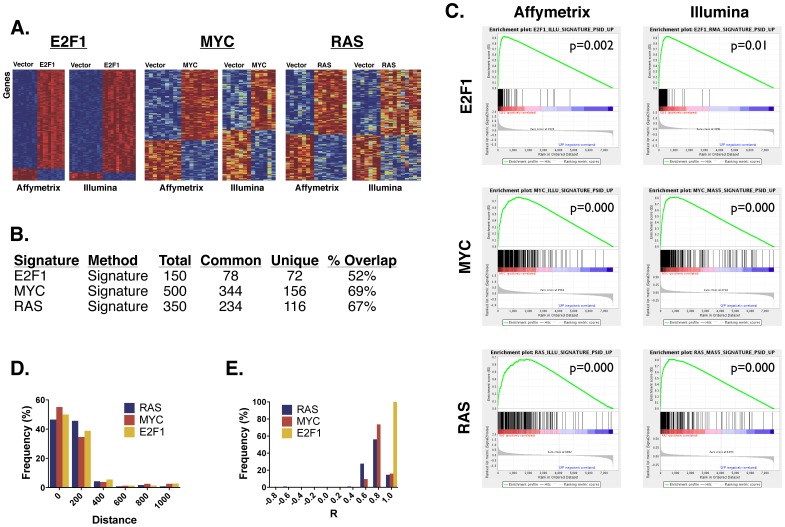
Comparison of gene expression signatures across the Affymetrix and Illumina platforms. A. These heatmaps show the gene expression signatures of the E2F1, MYC, and RAS pathways collected on Affymetrix and Illumina. Each row in the heatmap represents a gene in a signature. Each signature contains a different set of genes, so the genes are not aligned across all heatmaps. Each column represents a sample expressing either a vector control or pathway gene. The color indicates the expression level of the gene, where red indicates high expression, and blue indicates low expression. B. This table shows the number of genes in each signature. *Total* indicates the total number of genes in the signature, *Common* is the number of genes shared between the Affymetrix and Illumina platforms, *Unique* is the number of genes unique to each platform, and *% Overlap* is the percent of genes shared. C. These are GSEA Enrichment plots that show the similarity between the genes in the Affymetrix and Illumina signatures. Each of the three rows contains a different signature. The Affymetrix signatures are in the left column, and the Illumina ones are on the right. In the top left plot, the Affymetrix gene expression file are sorted from left to right according to the GSEA signal-to-noise metric, where the ones most highly associated with E2F1 are on the left, and the ones most highly associated with the vector control are on the right. The vertical black bars in the middle of the plot show the position of the genes associated with E2F1 in the Illumina signature. Most of the black bars are clustered on the left, indicating a high concordance of the genes associated with E2F1 across the two platforms. The other plots can be interpreted similarly. D. This histogram shows the relative percent frequency of the genomic distance between the Affymetrix and Illumina probes that are shared in the RAS, MYC, and E2F1 signatures. E. This histogram shows the relative percent frequency of the Pearson correlation of the expression values between the probes in the Affymetrix and Illumina signatures.

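The E2F1 signatures of both platforms were led by genes that were higher with E2F1. The AFFY signature held 146 higher and 4 lower genes and the ILLU signature 145 and 5. Of 150 genes, 61, or 40.7%, were in both. This share is lower than the 52% that is the lowest in the paper. The paper matched probes by genomic position, while here the 11563 genes were joined by symbol, each with its brightest probe. Whether this accounts for the lower share was not tested. All 61 had the same sign on both platforms, 59 of them higher. They included 5 genes of DNA replication, the ubiquitin ligase adaptor DTL, the flap endonuclease FEN1, the helicase subunit MCM6, the polymerase epsilon subunit POLE2 and RPA1 of the single-strand binding complex. They also included deoxycytidine kinase, DCK, and cyclin E1, CCNE1. Other shared genes were the transcription factors HEY1 and MYB, the methyltransferase EZH2, cyclin D3, CCND3, and the apoptosis inhibitor BCL2. The lower shared genes were the chaperones HSPA6 and DNAJB1, which were chosen by the signature and had high levels in the GFP(E2F1) controls themselves. BCL2, CCND3, FEN1, POLE2, RPA1 and DCK are named here because they are shared, after their values were seen. Independent lists of 150 from the 11563 genes would share 1.9 (one-sided Fisher's exact test, p = 1.99e-79). The test treats genes as independent, which they are not. By label both lists also come mostly from the same cultures, so the p-value overstates the evidence. Genes were ranked by their absolute Pearson correlation with the group over 20 AFFY and 24 ILLU arrays, and the lowest correlation kept was 0.994 on AFFY and 0.993 on ILLU. Genes differ little at this end of the ranking. The median rank of the AFFY signature genes was 215.5 on ILLU, and that of the ILLU signature genes was 255 on AFFY.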

Comparing the genes selected, we found that 52% to 69% of the genes were shared in the signatures between the two platforms (Figure 2B). Although this was already a highly significant overlap, we examined whether the genes from the AFFY signature that did not meet the cutoff for the ILLU signature still had a strong score (Figure 2C). To do this, we scored the AFFY genes in the ILLU data set using GSEA [14] and found that they were enriched (*p* = 0.01). 

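The 146 genes that were higher with E2F1 in the AFFY signature stood near the top of the ILLU ranking of E2F1 against GFP(E2F1) cultures. Their enrichment score by the signal-to-noise ranking was 0.929, and the highest of 100 permutations of the array labels was 0.809 (p = 0.0099, the smallest that 100 permutations can give). The 87 of these genes that were not in the ILLU signature had an enrichment score of 0.888, against a highest permuted score of 0.784 with the same p. Of the 150 AFFY signature genes, 148 moved the same way on ILLU.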

The converse comparison was also significant (*p* = 0.002). 

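In the converse direction, the 145 genes higher with E2F1 in the ILLU signature had an enrichment score of 0.874 in the AFFY ranking, and the highest permuted score was 0.746 (p = 0.0099, the smallest possible). Without the genes in both signatures the score was 0.81 for 86 genes, against a highest permuted score of 0.724. Of the 150 ILLU signature genes, 143 moved the same way on AFFY.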

Similar results were seen for the MYC and RAS signatures.

Next, we assessed the quality of the common genes. Using the genes that occur in the signatures for both platforms, we looked at the distance between the probes across the platforms (Figure 2D). Since we had restricted our selection to a set of probes that occurred within 1000 base pairs or less of each other, the maximum distance was 1000. However, we saw that the vast majority of probes were found within 400 base pairs of each other. The MYC signature had the most probes within 200 base pairs, while RAS had the least. In addition to this distance, we also examined the Pearson correlation of these common probes in the gene expression data across the two platforms (Figure 2E). Nearly all probes had a correlation of at least R = 0.4, while all of the E2F1 probes are correlated at R>0.80. 

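Over the 20 HMEC cultures with an array on both platforms, each of the 61 genes shared by the E2F1 signatures had a Pearson correlation between platforms above 0.8. Since these genes were chosen because they separate E2F1 from GFP(E2F1), the cultures form a pair of clusters, and 100% of the genes also passed 0.8 when arrays were paired at random within each group. Within the E2F1 cultures (n = 10) the median correlation was 0.447 and 3 genes were above 0.8. Within the GFP(E2F1) cultures (n = 10) it was 0.217 and 0 genes were above 0.8. Random pairing within the groups gave medians of 0.005 and -0.003. Over all 11563 genes, 28.2% were above 0.8 and 57.8% reached 0.4. The correlations are across cultures for each gene, and genes are not independent replicates. The pairing rests on culture numbers in the labels. In 6 of 10 E2F1 and 6 of 10 GFP(E2F1) cultures the best match on the other platform carried the same number.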

Of the three signatures, RAS had the least correlated probes.

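The log2 fold changes of E2F1 against GFP(E2F1) were similar on both platforms for the genes that changed most. Of 890 genes with an absolute log2 fold change of at least 1 on AFFY, 98.1% had the same sign on ILLU and 70.8% were at least 1 there in the same direction, with a median ratio of ILLU to AFFY of 0.905. Across all 11563 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.811, a Spearman correlation of 0.76 and a slope of ILLU on AFFY of 0.872, and 79.8% had the same sign. In 100 regroupings balanced over both groups the correlation was 0.19 on average and 0.477 at most. From the overlap, the enrichment and the correlation of each common probe across samples, the paper concludes that the signatures hold similar genes with concordant expression on both platforms.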

Taken together, the above results showed a large degree of similarity in the genes that comprised the signatures across platforms, as well as high concordance in the expression values of these genes. Although the exact identities of the genes were not the same, their patterns of expression were preserved on the whole.

### Comparing Predictions from Gene Expression Signatures

Finally, we examined whether we could apply the signatures to predict the activation of pathways across platforms. Using the E2F1 samples on AFFY as the training set, we applied CreateSignature to predict their score on the AFFY and ILLU samples (with leave-one-out cross-validation). We found that across platforms, the control samples (with E2F1 off) received low probabilities while the E2F1-expressing samples (with E2F1 on) had high scores (Figure 3). 

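E2F1 trained on AFFY gave E2F1 cultures high and GFP(E2F1) cultures low probabilities on both platforms. On AFFY, with each culture left out of training in turn, the probability of E2F1 activity was 95.4% ± 0.8 in E2F1 (SD, n = 10) and 4.6% ± 0.4 in GFP(E2F1) cultures (SD, n = 10). On ILLU it was 95.3% ± 0.8 in E2F1 (SD, n = 12) and 4.7% ± 0.4 in GFP(E2F1) (SD, n = 12). No culture was left out for this prediction. By label 20 of the ILLU cultures also had an AFFY array in the training set, so these are mostly not new cultures. Genes were standardized within each platform, which centres both groups. With the AFFY training arrays alone as the standard, ILLU cultures had means of 82.4% with E2F1 and 2.9% with GFP(E2F1). The lowest E2F1 culture was at 93.7% on AFFY and 93.8% on ILLU. Both differences, of 90.8 and 90.6 percentage points, had p = 2e-05 in a two-sided permutation test of 100000 resamples. This is the smallest it can give, as it doubles the lower one-sided p. The test exchanged finished probabilities without new training, so its p does not measure how well new cultures are predicted. The signature genes were reduced to 2 metagenes by singular value decomposition and fitted by a probit regression with a normal prior of SD 1. Every E2F1 culture stayed above and every control below 50% under all settings tried. From these probabilities the paper states that the signature separates cultures with E2F1 on and off across platforms.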

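Trained on the ILLU arrays, the E2F1 signature gave probabilities of 96.1% ± 0.8 in the E2F1 cultures on ILLU (SD, n = 12), with each culture left out in turn, and 3.8% ± 0.2 in GFP(E2F1) (SD, n = 12). On AFFY it gave 94.5% ± 1.4 (SD, n = 10) and 5.4% ± 0.9 (SD, n = 10). By label all of these AFFY cultures were also in the training set through their ILLU arrays, and none was left out. The differences were 92.3 and 89.1 percentage points (two-sided permutation test, p = 2e-05 each, the smallest possible). Here too the test exchanged finished probabilities without new training. The lowest E2F1 culture was at 94.4% on ILLU and 92.1% on AFFY. Standardized by the ILLU training arrays alone, the AFFY cultures had means of 81.2% and 2.0%.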

We saw the same pattern using the ILLU samples as the training set. 

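On ILLU the MYC signature of 500 genes gave the 6 MYC cultures a mean probability of 86.5% ± 10.2 (SD) and the 7 GFP cultures 10.0% ± 4.2 (SD), with each culture left out of training in turn. The difference of 76.5 percentage points had p = 0.00058 in a two-sided exact permutation test, the smallest that 6 against 7 cultures allow. The RAS signature of 350 genes gave 89.5% ± 12.0 (SD, n = 10) in RAS and 12.4% ± 9.9 (SD, n = 7) in GFP cultures, a difference of 77.1 points (two-sided exact permutation test, p = 5.1e-05, the smallest possible). Both tests exchanged finished probabilities without new training, so their p does not measure how well new cultures are predicted. With a prior SD of 0.5 in the probit regression the differences were 51.1 points for MYC and 55.7 for RAS. As labelled, MYC and RAS arrays lie on the first chip set and GFP arrays on the second. The differences between groups therefore cannot be told from a difference between chip sets, unless the chip labels of the controls were exchanged. The MYC and RAS signatures on AFFY were not analysed here.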

The MYC and RAS signatures also showed a strong distinction between the control and pathway activated samples, although the distinctions in the ILLU scores were slightly lower than could be seen in E2F1. 

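Single GFP cultures had MYC probabilities of 6.0% to 16.2% and RAS probabilities of 4.2% to 33.4% (n = 7) on ILLU. Single MYC cultures were between 67.8% and 94.2% (n = 6), and single RAS cultures between 58.1% and 97.9% (n = 10). The SDs within these groups were larger than those of the E2F1 signature in its own cultures. Whether the groups of one signature differ from those of another was not tested. With the 7 GFP(E2F1) cultures labelled with the same chip set as controls, the highest RAS probability in a control was 7.9%. These controls are other cultures, of another RNA preparation, so this is not a value of the GFP cultures.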

The probabilities in the control samples were slightly higher, and the ones in the pathway-activated samples were slightly lower. However, there was still a strong and clear distinction between the two types of samples.

**Figure 3:**
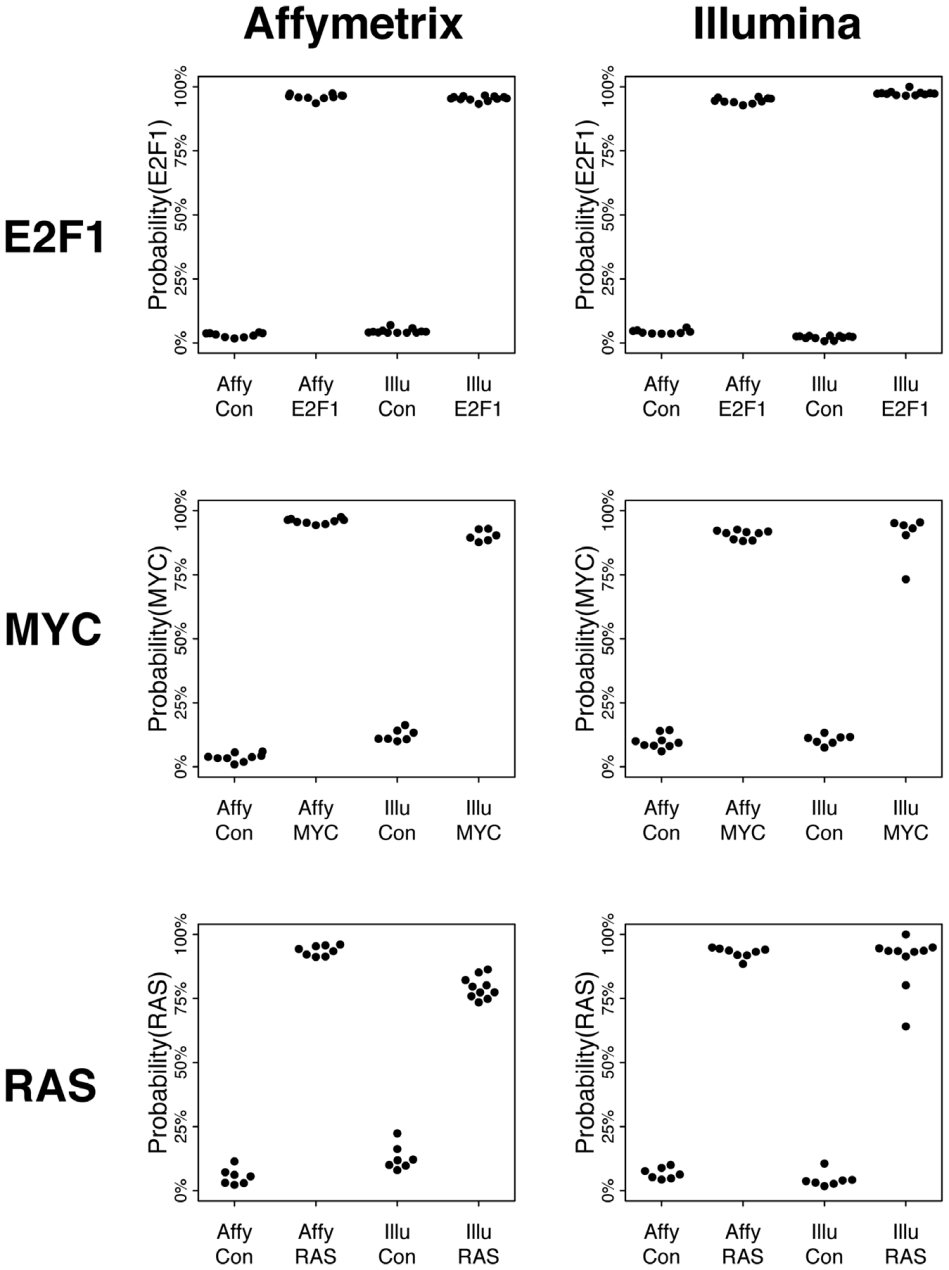
These plots show the ability of the Affymetrix and Illumina signatures to predict the activation of pathways. Each of the three rows contains a different signature. The Affymetrix signatures are in the left column, and the Illumina ones are on the right. On the top-left plot, the y-axis shows the predicted probability of the E2F1 pathway. The x-axis is comprised of four groups of predictions. The first group contains the predicted probabilities of the Affymetrix E2F1 signature on the Affymetrix control samples (calculated using a cross-validation strategy). The second are the probabilities of this signature on the Affymetrix E2F1 samples. The third and fourth are the probabilities of this signature on the Illumina control and E2F1 signatures. The remaining five plots can be interpreted similarly.

To compare the predictions of signatures across platforms, we applied the E2F, MYC, and RAS signatures to the melanoma data set. As a baseline, we used the AFFY data for both the signatures and the melanoma data set. 

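In the melanoma tumors on ILLU, the E2F1 probabilities from the ILLU-trained and the AFFY-trained signature rose and fell together. Over the 16 tumors they had a Pearson correlation of 0.928 (permutation p = 1e-05, the smallest that 100000 resamples of the absolute correlation can give) and a Spearman correlation of 0.915 (permutation p = 1e-05). Without the 2 tumors farthest from the median the Pearson correlation was 0.884. Among 6 relations between the predictions of different signatures, the adjusted p was 6e-05. Both predictions were made on the same ILLU tumor arrays. By label the signatures were trained mostly on the same cultures, and they shared 61 genes. A high correlation was therefore likely in advance, and its p-value cannot tell agreement between platforms from this sharing. The correlation without the shared genes was not computed. The ILLU-trained probabilities had a mean of 49.8% and ranged from 37.8% to 76.9%, and the AFFY-trained ones had a mean of 49.9% and ranged from 33% to 75.7%. No chip holds 6 or more of the tumors, so the relation could not be computed within a chip. The level of the probabilities depended on how genes were standardized. With the training arrays alone as the standard, the mean of the ILLU-trained probabilities was 34.3% and that of the AFFY-trained ones 13.3%. Predictions on the AFFY melanoma arrays were not analysed here.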

Then, we compared these to three cross-platform conditions: 1) both the training data (the three pathways) and the test data (the melanoma data set) were on the ILLU platform, 2) the training data was on AFFY and the test was on ILLU, and 3) training AFFY and test ILLU (Figure 4).

**Figure 4:**
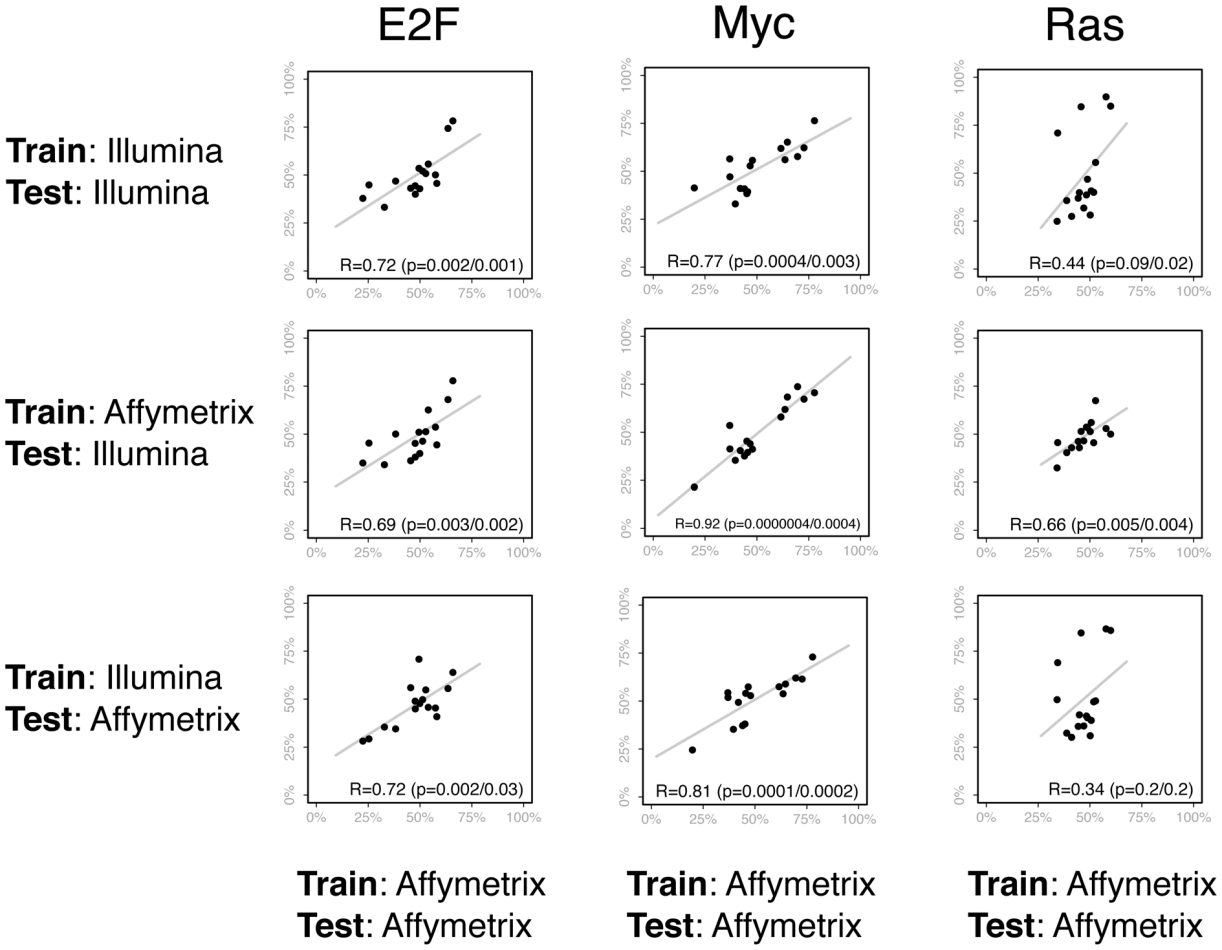
These plots compare the predictions of the E2F, Myc, and Ras pathway signatures when different training and test sets are used. In the scatter plots, each of the points represents one of 16 melanoma tumor samples. On the x-axis is the prediction of the pathway signature when the Affymetrix data is used for both the training and test set. On the y-axis (for the first row) are the predictions when Illumina data is used for both the training and test set. Thus, the first row shows a comparison between the predictions made from Affymetrix or Illumina arrays. For the second row, the y-axis contains the predictions made across platforms, when Affymetrix is used for the training set and Illumina is used for the test. In contrast, the third row contains the predictions when Illumina is used for the training set and Affymetrix for the test. The Pearson correlations and regression lines are also shown in each plot. Two *p*-values are reported. The first is from a Pearson’s *r*, and the other uses a non-parametric Spearman’s rank correlation coefficient to account for predictions that are non-linear.

Comparing the cross-platform predictions, all showed significant similarity to the baseline, with one exception. 

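Across the 16 melanoma tumors on ILLU, the ILLU-trained RAS probabilities had an SD of 13.7 percentage points around a mean of 63.5% and ranged from 44.5% to 92.0%. The MYC probabilities had an SD of 12.3 points around 43.6%, from 27.0% to 74.0%. The E2F1 probabilities had an SD of 12.1 points when trained on ILLU and 13.1 points when trained on AFFY. The order of these SDs moved with the settings and was not tested. With MYC at 350, RAS at 500 and E2F1 at 300 genes, the SDs were 15.3 points for MYC and 13.1 for RAS. With genes standardized by the training arrays only they were 0.4 and 0.0, since nearly all tumors then had MYC and RAS probabilities near 100%. The paper states that the RAS predictions varied most around a baseline of AFFY predictions, which were not analysed here, and that the RAS probes were the least concordant between platforms.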

The predictions for the RAS signature were most variable, with several outliers seen in the predictions made in the Train:Illumina/Test:Illumina and Train:Illumina/Test:Affymetrix conditions, although the direction of the predictions were generally correct. This parallels the observation that the probes that comprise the RAS signature were the least concordant (with respect to distance and expression values) of the three signatures. In all other comparisons, there was a clear linear relationship between the cross-platform predictions and the predictions made entirely on the Affymetrix platform. These results showed that the Illumina platform could generate similar signature predictions as the Affymetrix platform, that they were similar even if the training and test data were on different platforms, and that we have a probe mapping strategy that could reliably reproduce signature predictions.

## Discussion

As the number of popular platforms to measure gene expression increases, the ability to compare and integrate gene expression measures across diverse platforms becomes correspondingly important. Prior studies have shown an overall concordance of gene expression measures across platforms, and in this work, we have extended those studies to show that predictions from gene expression signatures can also be robust across the Affymetrix and Illumina microarray platforms. One critical issue with gene expression platforms that we have not addressed is whether signatures or gene sets are portable across single channel array platforms (such as the ones we analyzed) and dual channel ones (e.g. Agilent). The degree of difficulty in converting signals with that include different channels of information remains unknown.

Some principles emerge from our analyses. The first is that expression measurements between probes targeting similar regions of the gene are most robust. This may be due to biological (distant probes are more likely to probe distinct isoforms) or technical (close probes may have similar hybridization characteristics or suffer from similar degradation effects) reasons. Secondly, the similarity between the gene expression signature predictions between the Affymetrix and Illumina platforms shows that relatively simple mapping procedures are robust enough to preserve the changes in transcriptional profiles that best capture biological phenotypes.

We believe that our approach provides a model for future analyses comparing gene expression signatures across platforms. As new technologies for gene expression measurements are developed, for example sequencing-based approaches [15], the need to integrate data across platforms will intensify. Having an understanding of the capacity to convert measures across platforms will be necessary to derive the full value across the entire corpus of transcription profiles that have been generated.

## Materials and Methods

### Data Sets

To generate the Myc and Ras gene expression signatures, we used total RNA that was previously collected from a prior project [2]. Although total RNA for E2F was also collected in that project, no more remained. Therefore, we re-generated RNA for E2F using the same procedure. We cultured HMEC in low serum medium for 36 hours, and then transduced them with adenoviruses expressing either E2F1 or GFP at a multiplicity of infection of 150. 16 hours after transduction, we collected total RNA using Qiagen RNeasy Mini Kits. For the 16 melanoma samples, we used total RNA collected in a prior project [16]. We processed the RNA for the E2F and melanoma samples on both Affymetrix HG-U133Av2 and Illumina HumanHT-12 v4 microarrays. The newly generated Affymetrix and Illumina data were deposited into the Gene Expression Omnibus under accession GSE50051. For the Myc and Ras samples, we used the Affymetrix data generated previously from those samples and processed them on Illumina only.

Affymetrix CEL files were preprocessed with RMA and MAS5 using Bioconductor [17], [18]. Illumina IDAT files were preprocessed using the IlluminaExpressionFileCreator module on GenePattern [19]. The Affymetrix data sets contained 22,277 probe sets, and the Illumina data sets contained 47,323 probes.

### Matching Probes

To find corresponding probes between the Affymetrix and Illumina platforms, we aligned each of the probes to the human genome sequence. For the Affymetrix probe sets, we extracted the targeted region using files available from the NetAffx resource on the Affymetrix website. The probe sequences for the Illumina probes were available from the Illumina website. We mapped both the Affymetrix and Illumina probes to human genome assembly hg18 from the UCSC genome database using the BLAT algorithm [20], [21]. This generated for each probe the genomic coordinate of the region that was targeted. We calculated the distances between every pair of probes as the number of bases between the centers of each probe. For each Affymetrix probe, we found the closest Illumina probe on the same gene. We performed the converse operation for the Illumina probes. If a pair of Affymetrix and Illumina probes were closest to each other, we considered them *mutually best matches*. To merge an Affymetrix and Illumina data set, we aligned the probes that were mutually best matches and discarded all non-matching probes. This yielded merged data sets with 7,589 probes.

### Signature Predictions

We used the CreateSignature module on the GenePattern instance running at http://genepattern.uth.tmc.edu/ [9]. For the signature analyses, we used parameters previously established [4]. For E2F1, we used the RMA preprocessed data with 150 genes, 2 metagenes, and quantile normalization. For Ras, we used the MAS5 preprocessed data with 500 genes, 2 metagenes, and quantile normalization. For MYC, we used the MAS5 preprocessed data with 350 genes, 3 metagenes, and quantile normalization.

How the deposited data were processed for this re-analysis (not part of the article)

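The paper compared gene expression signatures between AFFY (Affymetrix HG-U133A 2.0) and ILLU (Illumina HT-12 v4) arrays in HMECs transduced with E2F1, MYC, RAS or GFP and in melanoma tumors. The arrays analysed here were 10 E2F1 and 10 GFP(E2F1) cultures on AFFY, and 12 E2F1, 12 GFP(E2F1), 6 MYC, 10 RAS and 7 GFP cultures and 16 melanoma tumors on ILLU. AFFY arrays of MYC, RAS and melanoma were not analysed here. Conditions and replicate numbers came from the sample labels, and the paper describes the HMEC samples as biological replicates.

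The authors deposited log2 values for both platforms. The AFFY values are RMA log2 expression, normalized between arrays. The ILLU values are log2 signals per probe, not normalized between arrays, for which the paper names the IlluminaExpressionFileCreator module of GenePattern and the submitters' notes GenomeStudio, and whether background was subtracted is not given in the sources used here. The notes name RMA and GenomeStudio without a version. No ILLU column lacked a sample, and 3 values at 0 were treated as missing.

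Probes were named through the platform annotation, with symbols updated by Entrez identifier for 19058 AFFY and 30074 ILLU probes. On AFFY 19070 of 22277 probe sets had 1 symbol, 1043 several and 2164 none. Probes of the Y chromosome and XIST were left out, 31 on AFFY and 143 on ILLU, as were probes with several symbols. The probe with the highest mean stood for a gene, which gave 11939 genes on AFFY, 4304 of them with more than 1 probe, and 19952 on ILLU, 6659 of them with more than 1 probe. The paper's matching of probes by genomic position was not repeated, since positions were not used here, and its distances between probes have no counterpart.

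Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the arrays of both groups of each comparison, after quantile normalization of the ILLU arrays of that comparison, with an adjusted p under 0.05 by Benjamini-Hochberg as the threshold. The 5 comparisons were E2F1 against GFP(E2F1) on each platform, and MYC against GFP, RAS against GFP and MYC against RAS on ILLU. MYC and RAS share the 7 GFP arrays. The steps were tested on simulated data with 200 changed genes per comparison. At a log2 fold change of 0.5 the share recovered was 100% for E2F1 on AFFY (11939 genes), 96% for E2F1 on ILLU, 82% for MYC, 86% for RAS and 96% for MYC against RAS (19952 genes each), and at 0.25 it was 78%, 50%, 16%, 38% and 20%.

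Altogether 29 gene lists, fixed before the data were examined, were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation. They cover DNA replication, deoxynucleotide synthesis, E2F family and G1/S regulators, DNA repair and checkpoint, mitosis, apoptosis genes linked to E2F1, p53 targets, ribosome biogenesis, cytosolic ribosomal proteins, purine and pyrimidine synthesis, growth and metabolism genes linked to MYC, genes reported as repressed by MYC, ERK feedback and early response, EGFR ligands and growth factors, cytokines and chemokines, proteases and invasion, interferon response, cholesterol synthesis, hypoxia response, and markers of basal and luminal mammary epithelium, mesenchymal cells, fibroblasts, melanocytes, T cells, B cells, macrophages, endothelial cells and differentiated keratinocytes. Results of lists without a call stand among the other observations.

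The rule for named genes, also fixed before the data were examined, took the 8 genes with the largest positive and the 8 with the largest negative log2 fold change past the threshold whose groups do not overlap (5 each way for MYC against RAS), the transduced gene, and the 3 members of each list with the largest change past the threshold. The rule gives more genes than are named. Those named were picked among them after their values were seen, to represent each list that was called, so the counts over all genes of the rule are given with the effects of the alternatives.

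Signatures followed the paper's description of CreateSignature. Genes on both platforms (11563) were ranked by absolute Pearson correlation with the group, 150 were kept for E2F1, 500 for MYC and 350 for RAS, as in the paper's results, and were reduced to 2, 3 and 2 metagenes. The paper's methods give 350 for MYC and 500 for RAS, which was tried as an alternative. Probabilities came from a probit regression with a normal prior of SD 1 on the coefficients, with each training array left out in turn. A left-out array was set to the quantiles of the remaining training arrays and standardized with their means and SDs. Arrays outside the training set were also set to its quantiles, but each gene was standardized over those arrays themselves, so a test set with both groups is centred between them by construction. The prior of the original tool is not given in the sources used here. Enrichment used the signal-to-noise metric with weight 1 and 100 label permutations. Permutation tests were exact where a group held fewer than 10 arrays and drew 100000 resamples otherwise. Those of the predictions exchanged finished probabilities between groups without new training. Predictions and enrichment used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

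Alternatives for the tests were centring on the array median in place of quantile normalization, offsets of 1 and 64 before the log, every probe or the mean of a gene's probes, a filter that keeps genes with a mean above the median of the platform, array weights, all HMEC arrays in 1 fit with and without the chip set, chips as blocks, controls of the other experiment, replicate numbers as a block and leaving out each array in turn. For signatures they were 50 and 300 genes, limma's moderated t as the ranking, 1 metagene, prior SDs of 0.5 and 3 and standardization by the training arrays only. Added after seeing the data were quantile normalization over all ILLU arrays, the SD of each array as a covariate, chips as blocks with the chip labels of 7 arrays of each control group exchanged, and the melanoma predictions without the array of lowest spread. The highest correlation between 2 arrays was 0.999 on AFFY and 0.995 on ILLU and 0 pairs were identical, so every array was counted as 1 sample. Levels of sex-linked genes were not examined.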

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

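The tests of explanations and the splits of arrays in this part were chosen after the results were seen. Among 156 groups of at most 10 cultures, 17 had 1 culture far from the others by Dixon's test, where about 1 in 20 groups, or 7.8 here, would have one by chance. RAS replicate 6 had a RAS probability of 58.1% against a median of 93.71% in the other RAS cultures. Its log2 level of CDT1 was 6.7 (median of the others 7.6), and those of DUSP6 and FOS were 10.03 and 9.14 (9.22 and 8.52). In RAS replicate 7 HRAS and CCNE1 were at 9.08 and 8.26 (medians of the others 8.69 and 7.52) and MMP10 at 9.0 (9.54). In RAS replicate 10 ANGPTL4 was at 9.49 when normalized with GFP arrays and 9.64 when normalized with MYC arrays (10.41 and 10.56). In MYC replicate 5 the interferon gene MX1 was at 9.53 (8.44) and NME1 at 11.27 (11.6), and in MYC replicate 3 HSPA6 was at 8.64 with GFP arrays and 8.73 with RAS arrays (8.0 and 8.07). GFP replicate 5 had a RAS probability of 33.4% (9.08% in the others). On AFFY, CCNE2 was at 4.96 in GFP(E2F1) replicate 7 (5.55), PTGS2 at 10.54 in GFP(E2F1) replicate 10 (10.1) and FANCI at 8.36 in E2F1 replicate 5 (8.16).

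MYC and RAS cultures, which the paper does not compare with each other, differed in 594 genes. Without MYC replicate 3 the number was 374, with arrays centred on the median 39 and with all HMEC arrays in 1 fit 1326. Of 100 splits of these arrays, 2 called at least as many genes as the 594, the real one included, and the other had 615. Chance is therefore not excluded as the source of this number.

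Heat shock genes were much lower with E2F1 than in the GFP(E2F1) controls, and the controls stood out. On ILLU the log2 level of HSPA6 was 14.6 in GFP(E2F1) cultures, 7.5 in E2F1, 8.25 in GFP, 9.59 in MYC and 7.98 in RAS. A lowering by E2F1 alone, from a level like that in GFP, is excluded. Over 7 heat shock genes GFP(E2F1) lay above GFP by a median of 4.07, while E2F1 lay near GFP at a median of -0.44, which is what a high level in the GFP(E2F1) cultures themselves would give. The 4.07 is the difference of HSPA1A, whose signal in GFP(E2F1) lay near the top of the scale, so it may be understated. The hypothesis that fits is that these controls may have been stressed, by the vector or by handling, which were not told apart. A stress common to both groups of that RNA preparation that E2F1 then lowered stays open, since no culture without virus was analysed here.

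SNORA71C was at a log2 level of 12.2 in GFP(E2F1) and 9.76 in GFP cultures, against 6.53 in E2F1, 6.91 in MYC and 6.96 in RAS cultures on ILLU. CHRNB3 was at 9.71 and 7.92 against 7.07, 6.41 and 6.44. A chance deviation of the 7 GFP arrays shared by MYC and RAS would not account for the fall of both genes with E2F1. That comparison has separate controls, and CHRNB3 had the smaller change there, -3.36. Both genes were picked because they were lower with E2F1, MYC and RAS alike, so this is not an independent test. Probes that also read RNA of the GFP vector may be the source, and CHRNB3 at other probes on AFFY had a change of -0.01. Its AFFY level of 5.46 in GFP(E2F1) is low, so a weak AFFY probe set stays open, as does a true effect of GFP expression, which was not tested.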

How the results depend on the processing

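All alternatives were chosen before the data were examined except 4, array spread as a covariate, the chip as a block with exchanged control labels, normalization over all ILLU arrays and the melanoma predictions without the array of lowest spread. Of 158 counts of changed genes under an alternative, 137 stayed within 1.5 times. Most of the 158 only leave out 1 array, and of those only 1 moved further. The other moves came from changes of processing or controls, so the pooled share overstates how stable the counts are. The values of named genes include the same fits without 1 array. Of 3158 values of named genes 3128 kept their side of the threshold, and their direction wherever the value or its main fit passed it. Another 17 changed direction, among them HRAS with RAS, which passed only with GFP(E2F1) controls. Without a change of direction, 12 were no longer past the threshold and 1 passed anew, E2F1 on AFFY with the mean of its probes (0.10, adjusted p = 0.0313). Of 201 list calls 161 held, 38 were lost and 2 reversed, and of 111 values of signatures and predictions 86 kept their call or moved by less than 1 SD. The medians of the MYC, RAS and GFP arrays lie below 6.7, the paper's cut for high signal on ILLU. Background may limit changes in dim genes there, but its level was not measured here. The cause of the changes below was not tested, apart from alternatives that test other numbers of genes or probes.

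With every probe 14319 probes changed with E2F1 on AFFY in place of 9210 genes, and with the filter on dim genes 4992 did. Centring arrays on the median left 428 genes for MYC, 175 for RAS (150 higher, 25 lower) and 39 for MYC against RAS, of which 23.1% were higher against 49%. For E2F1 on ILLU it gave 10615 genes, 7947 of them also called after quantile normalization, 7343 in the same direction. With all HMEC arrays in 1 fit RAS had 2178 genes and MYC against RAS 1326, and with the chip set as a covariate MYC had 925, RAS 385 and MYC against RAS 1304. Array weights gave 1791 for RAS and 1274 for MYC against RAS, and array spread as a covariate, chosen after seeing the data, 2119 and 1127. Alternatives with chips or chip sets rest on the chip labels. With those of both control groups exchanged and the chip as a block, chosen after seeing the data, RAS had 1843 genes, MYC 2056 and E2F1 on ILLU 10987. Leaving out each array gave 374 to 759 genes for MYC against RAS, the lowest without MYC replicate 3, and within 1.5 times for the other comparisons (9097 to 9218 and 10833 to 10968 for E2F1 on AFFY and ILLU, 1658 to 2531 for MYC and 816 to 1397 for RAS). With an estimated correlation 4 lists in place of 9 were called for E2F1 on AFFY.

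Controls of the other experiment moved the MYC and RAS counts further than the other alternatives. With GFP(E2F1) cultures labelled with the same chip set, MYC had 13190 genes and RAS 13111, and 11153 and 11976 with the chip as a block. Of the 2158 MYC genes 1833 were called there, 1413 in the same direction, and of the 1085 RAS genes 884 and 508. The ERK list with MYC (adjusted p = 0.694) and the proteases with RAS (adjusted p = 0.031) reversed. Reversed genes, without and with the chip as a block, were CD59 (-0.85 and -0.85) and HSPA6 (-5.06 and -5.20) with MYC, and CXCL8 (-1.03 and -0.96), IER3 (-0.21 and -0.16) and TGM2 (-2.81 and -2.69) with RAS. HRAS, which did not pass against the GFP cultures, changed sign and passed there (0.70 and 0.72). For E2F1 on ILLU against the GFP cultures 14837 genes changed, 9014 of them shared, 6667 in the same direction, and CXCL8 (2.50), HSPA1B (0.82), IFIT1 (1.17) and ISG15 (0.21) reversed. With all controls of chip set 2 and the chip as a block CXCL8 had 1.02 (adjusted p = 0.0944), and HSPA1B, IFIT1 and ISG15 did not pass (-1.06, -0.25 and -0.82). Over all genes of the naming rule that were called (98 for E2F1 on ILLU, 65 for MYC and 53 for RAS), the other controls reversed 23, 14 and 11, and centring reversed 7, 0 and 0 and left 2, 33 and 25 short of the threshold.

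The replicate numbers shared by the groups did not pair the cultures. Deviations of same-numbered cultures correlated above 0.1 in 3 of 8 pairs for E2F1 on AFFY, 6 of 12 on ILLU, 3 of 6 for MYC, 5 of 7 for RAS and 1 of 6 for MYC against RAS, and a culture correlated best with its own number in only 2, 2, 0, 1 and 0. With the number as a block 8958, 10998, 1813, 1455 and 173 genes changed, of which 8762, 10826, 1693, 968 and 165 were also called without it, all in the same direction. For MYC against RAS 62 were higher and 111 lower, NCL had 0.62 (adjusted p = 0.112), and the lists of deoxynucleotide synthesis, mitosis and hypoxia response no longer passed.

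The correlation of E2F1 fold changes between platforms, 0.811, was 0.937 with the filter on dim genes, 0.806 with chip set 2 only and 0.809 with the mean of probes. The SD of melanoma probabilities moved with the prior and the standardization of genes. With prior SDs of 0.5 and 3 and with genes standardized by the training arrays it was 8.4, 16.4 and 5.8 points for E2F1 trained on ILLU, 8.8, 18.4 and 3.8 for E2F1 trained on AFFY, 7.6, 18.2 and 0.4 for MYC and 9.4, 18.8 and 0.0 for RAS. With other numbers of genes it was 10.3 for E2F1 trained on AFFY and 15.3 for MYC, and with GFP(E2F1) controls 7.5 for MYC and 9.6 for RAS. Without the array of lowest spread it was 13.8 for MYC and 15.5 for RAS, and the correlation of both E2F1 predictions was 0.918. Centring gave median SDs of signature genes of 0.191 for E2F1, 0.235 for MYC, 0.19 for its controls and 0.228 for RAS. The share of melanoma signals above 6.7 was 52.2% over genes also on AFFY, and the slope between platforms at high signal was 0.78 over all probes against 0.88 over matched genes.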

Differences from the paper's values

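The share of genes in both E2F1 signatures was 40.7% here against 52% in the paper, lower but within 1.5 times. For the enrichment of ILLU signature genes in the AFFY ranking the paper reports p = 0.002. The p found here was 0.0099, the smallest that 100 permutations can give. It was also 0.0099 without the genes shared by both signatures, with chip set 2 only and with the mean of probes, all set before the data were examined. Since 0.0099 is a bound set by the number of permutations, and the score lay above all permuted ones, no difference in enrichment from the paper is shown.

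For high signals in the melanoma tumors, above 7 on AFFY and 6.7 on ILLU, the paper gives a share of roughly 46% of the probes. It does not give a share for ILLU alone. On ILLU alone the share was 26.5%, and 26.4% without quantile normalization, which also differs. Over the genes also on AFFY, set before the data were examined, it was 52.2%, within 1.5 times of the paper's value.

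The highest RAS probability in a GFP culture on ILLU was about 10% in Fig. 3, read by eye, and 33.4% here. Of the alternatives set before the data were examined, GFP(E2F1) controls gave 7.9%, within 1.5 times of the paper's value. That value is for other cultures, of another RNA preparation, from which RAS cultures differed in 13111 genes against 1085 with the GFP cultures. It therefore does not account for the difference in the GFP cultures. The value still differed with 500 genes (39.0%), prior SDs of 0.5 (43.4%) and 3 (21.5%), 1 metagene (33.1%) and the mean of probes (36.6%).

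The lowest RAS probability in a melanoma tumor with training and test on ILLU was about 25% in Fig. 4, read by eye, and 44.5% here. With a prior SD of 3, set before the data were examined, it was 35.8%, within 1.5 times. The value still differed with other numbers of genes (46.4%), a prior SD of 0.5 (49.6%), 1 metagene (44.6%), the mean of probes (46.8%), genes standardized by the training arrays (99.9%) and GFP(E2F1) controls (37.8%).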

Other observations

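MYC and RAS cultures were also compared with each other. All tests in this part were chosen after the results were seen, except the comparison of MYC with RAS, the gene lists, the gene deviations by chip and the relations of E2F1 with replication genes and of MYC with RAS in melanoma. With MYC (n = 6) against RAS (n = 10) on ILLU, 15 of 27 ribosome biogenesis genes were higher and 0 lower (19 and 0 when adjusted over the list alone). NCL, which encodes nucleolin, the rRNA processing gene RRP12 and DKC1, a pseudouridine synthase, had log2 fold changes of 0.67, 0.63 and 0.60 (SE 0.12, 0.12 and 0.071), with overlapping groups for NCL and RRP12. Of 15 purine and pyrimidine synthesis genes 5 were higher and 0 lower (9 and 0 over the list alone), and of 22 growth and metabolism genes 3 were higher and 1 lower (8 and 1). ERK genes were lower, 10 of 20 with 1 higher (16 and 1 over the list alone), among them IER3 and SPRY4, an inhibitor of RAS signaling, at -1.21 and -0.88 (SE 0.080 and 0.085). Other probes of SPRY4 were at -0.29, -0.02 and -0.08. The EGFR ligand HBEGF and the cytokine genes CXCL8 and IL1B had -1.61, -1.78 and -1.45 (SE 0.11, 0.12 and 0.15), and 4 of 6 EGFR ligands and 8 of 15 cytokines were lower and 0 higher (5 and 11 lower over the list alone). Of 13 proteases 7 were lower and 0 higher (10 and 0). Of 38 DNA replication genes 12 were lower with MYC and 0 higher (17 and 0), with GINS2 at -1.47 (SE 0.090). MYC itself had 2.55 (SE 0.11), with -0.84 at its other probe, and ANGPTL4 and HSPA6 had -1.94 and 1.32 (SE 0.14 and 0.11). Adjusted p for these genes ranged from 2.02e-12 to 0.00272 (limma).

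By camera these lists passed at adjusted p of 5e-28 for ribosome biogenesis, 1.72e-20 for the ERK genes, 1.39e-21 for replication and 3.83e-04 or less for the others, and with an estimated correlation at 5.32e-07, 1.58e-05, 8.19e-05 and 0.014 or less. E2F family genes (0 higher and 5 lower of 14), DNA repair (0 and 2 of 13) and interferon response (0 and 1 of 21) were lower with MYC at adjusted p = 0.00733, 0.00223 and 0.0358 with an estimated correlation. Lost with it were deoxynucleotide synthesis (0.0657), mitosis (0.198), ribosomal proteins (0.307), hypoxia response (0.198, 0 higher and 2 lower of 9) and basal epithelium (0.198). With the filter on dim genes deoxynucleotide synthesis (0.209), mitosis (0.131) and hypoxia response (0.141) did not pass either. With arrays centred on the median 0 of 27 ribosome biogenesis genes passed the test, 1 of 20 ERK genes, 6 of 15 cytokines and 4 of 38 replication genes. There NCL, RRP12, DKC1 and SPRY4 had 0.76, 0.68, 0.68 and -0.83 (adjusted p = 0.682, 0.744, 0.286 and 0.136). Without MYC replicate 3 the number of changed genes was 374.

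Several lists passed camera in no comparison with its own controls or between MYC and RAS. They are the genes reported as repressed by MYC, cholesterol synthesis, apoptosis genes linked to E2F1, and markers of luminal epithelium, mesenchymal cells, fibroblasts, melanocytes, T cells, B cells, macrophages, endothelial cells and differentiated keratinocytes. Of 12 genes reported as repressed by MYC, 2 fell and 1 rose with MYC, also when adjusted over the list alone. With E2F1 on AFFY 9 of 11 fibroblast markers fell and 0 rose (camera adjusted p = 0.297), and on ILLU 6 fell and 1 rose (7 and 1 over the list alone), or 0 and 6 with arrays centred on the median and 0 and 1 with array spread as a covariate. All 5 macrophage markers fell on AFFY (adjusted p = 0.199) and 4 of 6 on ILLU (adjusted p = 0.0613). Of 16 p53 targets 10 fell and 2 rose with E2F1 on ILLU (adjusted p = 0.0577), or 4 and 4 with arrays centred. Fibroblast markers separated the RNA preparations. COL1A1 and COL1A2, chains of collagen I, had log2 levels of 12.21 and 11.35 in E2F1 cultures and 12.42 and 11.67 in GFP(E2F1), against 9.19 and 8.26 in GFP, 8.53 and 8.13 in MYC and 8.71 and 8.17 in RAS cultures. MYC fell with E2F1 by a log2 fold change of -1.20 (SE 0.087, adjusted p = 4.33e-14) on ILLU, with -0.94 at its other probe.

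The median ILLU signal was higher in E2F1 and GFP(E2F1) arrays than in all other arrays, by at least 0.76. The whole scale was shifted. On average 97.8% and 98.7% of probes lay above 6.7 in E2F1 and GFP(E2F1) arrays, against 25.4%, 29.9% and 27.3% in GFP, MYC and RAS arrays. Array maxima were 16.04 or more, against 14.93 or less in GFP, MYC and RAS arrays. The shift runs along the difference between the RNA generated for the paper and the earlier RNA, but why nearly all probes were raised was not tested. By the labels the lowest GFP(E2F1) median also lay 0.96 above the highest MYC or RAS median within chip set 1, but the chip labels of 7 arrays of each control group may have been exchanged. The GFP medians followed those of the MYC, RAS and melanoma arrays on the chips labelled for the GFP(E2F1) arrays of the same order (exact permutation p = 0.0024), while the GFP(E2F1) medians had p = 0.57 at these chips. The gene deviations of the GFP arrays after quantile normalization had a mean correlation of 0.226 with those chips, against -0.001 over all orders (exact permutation p = 0.00079, the smallest possible). With such an exchange the chip set and the RNA preparation coincide and cannot be told apart, and both stay open, as do a joint processing of these cultures in place of an exchange and the difference in fibroblast markers, with no biological explanation tested.

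Chance alone is an unlikely source of the counts of changed genes against controls. Of 100 splits of the arrays into groups of the same sizes, only 1, the real one, gave as many genes in each comparison with controls. The real and the highest other counts were 9210 and 5292 for E2F1 on AFFY, 11004 and 2176 for E2F1 on ILLU, 2158 and 1303 for MYC and 1085 and 469 for RAS.

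MYC and RAS share their controls. Across genes, which are not independent replicates, their log2 fold changes had a correlation of 0.687, against 0.522 in simulations with no effect and the same shared arrays. The covariance was 0.019 against a simulated 0.0045. With separate parts of the GFP arrays the correlation was 0.51 and 0.443. Together 295 genes were higher with both, where independent lists would share 30.8, and 414 were lower with both, where they would share 27.9. With separate parts of the GFP arrays, which leave fewer controls for each, 48 and 103 were higher with both and 41 and 113 lower. Simulations with no effect gave a mean of 0 in either direction, but leave out how shared arrays and real effects add up, so the excess is not assigned to a shared effect.

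The hypothesis that the response of DNA replication genes follows the E2F1 signal could not be decided. Over 12 E2F1 cultures on ILLU, whose E2F1 signal ranged from 9.59 to 14.3, the signal and the mean of 38 replication genes had a Pearson correlation of 0.565 (permutation p = 0.056) and a Spearman correlation of 0.727 (permutation p = 0.0095). Without the 2 cultures farthest from the median it was 0.556. Within the 2 chips it was 0.606 and 0.409 (exact permutation p = 0.21 and 0.4, n = 6 each). In the GFP(E2F1) cultures (n = 12) SNORA71C and HSPA6 had a Pearson correlation of 0.652 (permutation p = 0.021) and a Spearman correlation of 0.657 (permutation p = 0.023), which rests in part on 2 cultures, as it was 0.342 without them. It was 0.592 in the 7 cultures labelled with chip set 1 (exact permutation p = 0.16), and chip set 2 holds too few. Over these 2 relations the adjusted p were 0.056 and 0.042.

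Across the 16 melanoma tumors the MYC and RAS probabilities on ILLU varied together, with a Pearson correlation of 0.844 (permutation p = 8e-05, adjusted over 6 relations 0.00024) and a Spearman correlation of 0.685 (permutation p = 0.0045). Without the 2 tumors farthest from the median it was 0.666, and no chip holds enough tumors for a value within it. Without the genes in both signatures, 136 where 15.1 would be shared by chance, the correlation was 0.806. Both signatures were then refilled to their full size with the next genes, whose overlap was not counted. Shared genes as the cause therefore stay open. Training against the same GFP arrays may contribute. With separate parts of the GFP arrays the correlation was 0.762 and 0.671. The lower value, on which the test rested, lay between the bounds set for either answer, while 0.762 lay above them. Correlations of E2F1 with MYC and RAS probabilities lay between -0.171 and 0.164, with adjusted p of 0.74 or more.

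Between the quantiles of both platforms in the 20 HMEC cultures on both, the AFFY signal rose by 0.88 ± 0.009 (SD, n = 20) per unit of ILLU signal above 7 on AFFY and 6.7 on ILLU. Below both it rose by 1.41 ± 0.374 (SD, n = 8), in the cultures with enough genes there. In the deposited values 89.3% to 99.97% of the probes on the ILLU arrays of these cultures lay above 6.7. This cut therefore does not part high from low signals in them as in the tumors. The paper gives such slopes for melanoma tumors, whose AFFY arrays were not analysed here.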
